A study of Arabidopsis thaliana with 48 samples. Its data were reported in "Integrated omics networks reveal the temporal signaling events of brassinosteroid response in Arabidopsis" (2021).

How the data were processed

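Messenger RNA of Arabidopsis seedlings grown for 7 days on 1 µM brassinazole was measured by 3′ QuantSeq after treatment with brassinolide (BL) or Mock at 6 times from 15 min to 8 hr. The labels describe 48 samples and the deposited table holds 45 libraries, as the authors left out the other 3. The study gives poor mapping of reads, or a large variance from other replicates in a principal components analysis, as its reasons. Leaving out libraries that lie far from their replicates can lower the spread within groups on which the tests below rest. There were 4 libraries per group, except for BL 15 min, Mock 15 min and BL 8 hr with 3 each. Reads of 50 bases from 2 runs per library were mapped by the authors to the TAIR10 genome with STAR. The submitters' processing notes also name HTSeq and edgeR, with no versions, and the strand setting of the counting is not given in the sources used here.

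The deposited signal values are edgeR TMM pseudo-counts: the authors moved the reads of each gene to a common library size, separately for each time point. The totals of the libraries of a time are therefore near equal, for example 4654126 to 4655610 at 30 min and 5554361 to 5555143 at 8 hr, and levels are compared within a time only unless stated. The read counts were recovered from the values, and 100% of the values of genes with reads were given back within 0.01 at a dispersion of 0.05. Recovered depth was 3880144 to 6977482 reads per library, with a median of 5041906, and 20803 to 21648 genes had a read. The 50 most abundant genes took 17.45 to 24.11% of the reads. BL libraries of 15 min had 3880144 to 4447261 reads and Mock libraries 4561664 to 6171537.

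All 32548 loci of the table were found in the reference gene table (TAIR10.1), which gave symbols and coordinates. At each time genes with a mean value of at least 5 were tested on log2(value + 1) with limma 3.58.1 in R 4.3.3, by empirical Bayes with an intensity trend and Benjamini-Hochberg adjustment. Values were not raw counts, so no count model was fitted to them directly. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 0.32 in size. A fit of the 12 group means to all libraries gave an F test with 5 degrees of freedom for a BL effect that differs between times, and the difference between each time and the next. Lists with at least 4 measured genes were tested by camera with a preset correlation of 0.01, adjusted over 132 tests, and again with an estimated correlation. The 24 lists hold 333 loci and were written before the data were examined, although parts of the study's own tables had been seen; PRE2 and PRE4 were dropped because the reference gives their loci other symbols. With the preset correlation a median of 14 list tests passed in 99 other groupings of the libraries. The lists of glutathione transferases and ethylene hold 3 genes seen before in the study's table of genes changed in these libraries, and the cyclins and regulators were taken up because the study discusses them. The study also names SAUR26, IAA3 and XTH33, of the SAUR, auxin and cell wall loosening lists, from a network built in part on these libraries.

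The rule for named genes was set before the data were examined. At each time it takes, among called genes whose BL libraries all lie above or all below every Mock library, the 10 largest rises and the 10 largest falls; it also takes the 10 genes with the smallest p of the F test and every list member. The rule names 538 called values of genes at a time, more than can be printed. Which of these the report prints was chosen by hand after their values were seen. A first choice was changed after the fits without single libraries had been looked at: 38 values were added and 26 dropped, many of them genes with less stable calls. The 26 were then put back, and BEE3 at 30 min, lower where the genes of its list printed beside it were higher, was added last. The printed genes still hold more stable calls than the rule as a whole, and the closing section gives stability over all 538.

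Limma was tested on simulated data. It recovered 92.4 to 98.5% of genes changed 4-fold, 55.2 to 80.3% of those changed 2-fold and 27.7 to 41.8% of those changed 1.5-fold, and 1.6 to 8.8% of its calls were unchanged genes. Simulated genes varied independently, without the spread that replicates share in the real data, so these shares may not hold there. Uniqueness of a 3′ end is the percent of the 50-base stretches in the last 300 bases of a transcript that occur in no other gene. It was also computed with both strands counted, since the strand setting is unknown. WRKY33, WRKY40, MPK3, IAA5, CPD, BRL3 and GSTF2 overlap a gene on the other strand, with at least 99.2% of the 3′ end unique on both strands. A library score was computed from the spread within groups of genes with a mean of at least 50, as the projection on its first component with loadings taken from the other 5 times. For this score 2 other minimum means were tried first.

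Some settings were varied as set out before the data were examined. For the values these were pseudocounts of 0.5 and 5, no filter, a minimum mean of 20, median-of-ratios size factors and quantile normalization. For the fit they were vooma weights, array quality weights, a robust fit, a single fit of all libraries and the replicate number as a block. No fold threshold, a Poisson score test, fry for lists and leaving out each library in turn were the others. Fry tests for a net shift of a list in a common direction, where camera tests the list against other genes. Settings chosen after seeing the data were voom on recovered reads, thinning to the smallest library and the library score as a covariate. Replicate numbers were not taken as pairs in the main fits. The correlation of libraries with the same number was over 0.1 in 7 of 21 cases and ranged from -0.2 to 0.24. Yet 20 of 42 libraries correlated best with the library of their own number, among 3 or 4 of the other treatment. The replicate number as a block also gave more called genes at each time, so a pairing is not excluded. Figures were drawn with matplotlib 3.10.9, and other steps used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1.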

Results

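Arabidopsis seedlings grown for 7 days with brassinazole, an inhibitor of brassinosteroid (BR) synthesis, were moved to brassinolide (BL), the most active BR, or to a Mock treatment. Transcripts were read from their 3′ ends at 6 times from 15 min to 8 hr. Changes are log2 fold changes of BL over Mock ± standard error from limma, with p adjusted over all genes tested at that time. A gene was called when its adjusted p was under 0.05 and its log2 fold change at least 0.32 in size. A library score, a measure of a spread shared by replicates, was also used as a covariate.

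At 15 min (n = 3 and 3) the called genes were mostly lower in BL, and several of those named here encode factors induced within minutes by touch, wounding or elicitors. AT3G23170 fell by 1.70 ± 0.17 and WRKY40, a transcription factor of defense, fell by 1.54 ± 0.22, with levels of 82.3 ± 33.8 in BL and 228 ± 20.8 in Mock (SD, n = 3 and 3). The ethylene response factors ERF5 and ERF6 fell by 1.03 ± 0.14 and 0.97 ± 0.12, and the zinc finger factor ZAT10 fell by 0.88 ± 0.11. Of the 3 genes that rose, 2 belong to the SAUR family, whose proteins promote cell expansion: AT4G38840 (0.98 ± 0.17) and AT2G21210 (0.85 ± 0.18), and the other was the F-box gene AUF1 (0.69 ± 0.15). AT2G21210 overlaps AT2G21200 on the same strand, and 74.7% of its 3′ end is unique in the transcripts.

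Among the fixed lists, 3 of the 8 measured genes of the touch and cold list fell at 15 min, ERF5, ERF6 and ZAT10 (4 when adjusted over the list alone; adjusted p = 3.44e-12, adjusted p = 0.0646 with an estimated correlation). Among the defense genes 3 of the 19 measured fell, WRKY40, WRKY33 (-1 ± 0.15) and WRKY53 (-1.05 ± 0.23). Adjusted over the list alone 7 fell (adjusted p = 2.22e-09, adjusted p = 0.0646 with an estimated correlation). The SAUR list had a median of 0.58 (adjusted p = 1.57e-08, adjusted p = 0.0486 with an estimated correlation). Of its 18 measured members 10 rose when adjusted over the list alone, whereas over all genes tested only the 3 genes named above rose. The unadjusted p of the list was under 0.05 in 7 of 10 splits of these libraries into 2 groups, the real one included. The ethylene list is not independent evidence, because a gene of it had been seen in the study's table of changed genes before the list was written. It had 1 fallen member of 7, the ethylene synthesis gene ACS11 (-0.91 ± 0.15), and 5 adjusted over the list alone (adjusted p = 9.5e-06, adjusted p = 0.0646 with an estimated correlation). XTH18, of the cell wall loosening list, fell by 0.78 ± 0.14, and the glucosinolate regulator MYB51 fell by 0.76 ± 0.16. Outside the lists ZAT11 (-1.75 ± 0.36), MYB15 (-1.59 ± 0.31), AT5G65300 (-1.43 ± 0.23) and AT4G18205 (-1.43 ± 0.18) fell too. Other lists past the test were glutathione transferases (median -0.43; adjusted p = 0.00779, adjusted p = 0.372 with an estimated correlation), BR biosynthesis (-0.13; adjusted p = 0.0392, adjusted p = 0.214 with an estimated correlation), heat shock (0.24; adjusted p = 0.0381, adjusted p = 0.235 with an estimated correlation) and mitosis and DNA replication (0.17; adjusted p = 0.0377, adjusted p = 0.351 with an estimated correlation). Fry asks whether a list shifted in a common direction, and not whether it changed more than other genes. With it the adjusted p was 0.409 for the glutathione transferases, 0.166 for heat shock and 0.18 for mitosis and DNA replication. WRKY53 overlaps AT4G23800 on the other strand, and 11.2% of its 3′ end is unique with both strands counted. The glutathione transferases are not independent evidence, for the same reason. In 5 of 10 splits of these libraries into 2 groups, the real one included, their unadjusted p was as small.

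Of 18230 genes tested at 15 min, 72 were called, 3 higher and 69 lower, and 1368 had an unadjusted p under 0.05. Of the 21 called genes that the naming rule gives at this time, 10 lost the call in at least 1 fit without 1 library and 0 with the library score. Among those named above, adjusted p without 1 library was 0.0506 to 0.154 for AT2G21210 (without BL 2, BL 3, Mock 1, Mock 2 or Mock 4), 0.0669 to 0.225 for AUF1 (BL 3, BL 4, Mock 1 or Mock 4), 0.0566 to 0.213 for ZAT11 (BL 4, Mock 1, Mock 2 or Mock 4). It was 0.0594 to 0.27 for MYB15 (BL 4, Mock 2 or Mock 4), 0.0577 to 0.303 for WRKY53 (BL 2, BL 3, BL 4, Mock 1 or Mock 2), 0.0557 to 0.204 for MYB51 (BL 2, BL 3, BL 4, Mock 1 or Mock 4), 0.0594 for XTH18 (Mock 2) and 0.0569 for ACS11 (BL 4). A fit of all libraries together, with the same fold changes, ended the calls of ACS11 (0.432), MYB15 (0.343), MYB51 (0.253), WRKY53 (0.0666) and WRKY33 (0.0598). The replicate number as a block ended those of MYB51 (0.188), AUF1 (0.131), AT2G21210 (0.0918) and WRKY53 (0.0867), and WRKY53 had 0.0884 with array weights, 0.0758 with voom and 0.0532 with vooma weights. The count itself was 38 to 87 without 1 library, 48 in the fit of all libraries, 208 with the replicate block (35 higher and 173 lower) and 216 with the library score (39 and 177).

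At 30 min (n = 4 and 4) genes of BR synthesis were among those lower in BL. WRKY40 fell by 2.25 ± 0.16, WRKY33 fell by 2.13 ± 0.14 and ZAT10 fell by 1.92 ± 0.11. ACS11 fell by 2.26 ± 0.15, with levels of 61.2 ± 16.7 in BL and 291 ± 33.4 in Mock (SD, n = 4 and 4). BR6OX2, which makes brassinolide from castasterone, fell by 1.9 ± 0.17, and DWF4, an early and limiting step of the pathway, fell by 0.82 ± 0.13. AT5G01740, of the NTF2 family, fell by 1.83 ± 0.10. Among the rises were the protein kinase gene WAG2 (1.51 ± 0.27), the clock-related EPR1 (1.3 ± 0.17; 89% of its 3′ end unique, 18.9% with both strands counted), AT4G17680 (1.81 ± 0.38) and CYP707A2, of abscisic acid breakdown (1.46 ± 0.37).

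The touch and cold list had 5 of the 7 measured members fallen at 30 min (6 adjusted over the list alone), ERF5 (-1.78 ± 0.12), ERF6, ZAT10, ZAT12 and TCH3, and held with both correlations (adjusted p = 1.63e-14, adjusted p = 0.00846 with an estimated correlation). Of the defense genes, 11 of the 20 measured fell (14 over the list alone), including the kinase MPK3 (-1.02 ± 0.10) and the oxidase RBOHD (-1.25 ± 0.24). The list had adjusted p = 2.79e-11, and adjusted p = 0.0646 with an estimated correlation. BR biosynthesis had 6 of the 9 measured genes lower (6 over the list alone; adjusted p = 0.000148, adjusted p = 0.0531 with an estimated correlation). In the SAUR list 9 of the 20 measured rose, or 16 over the list alone. Among them were SAUR28 (1.22 ± 0.28), SAUR10 (1.06 ± 0.25) and SAUR9 (1.62 ± 0.46). The list had adjusted p = 4.41e-11, and adjusted p = 0.0266 with an estimated correlation. Of the cell wall loosening genes 7 of the 26 measured fell at this time (8, and 2 rose, over the list alone), such as XTH22 (-0.83 ± 0.09) and XTH23 (-1.14 ± 0.10). The list had adjusted p = 0.00206, and adjusted p = 0.174 with an estimated correlation. The auxin list was mixed, with 5 fallen of 15, IAA2 (-1.39 ± 0.08) and GH3.5 (-1.03 ± 0.10) among them, and 1 risen, IAA5 (1.33 ± 0.35; adjusted p = 0.132). BEH2, a relative of the BR transcription factor BES1, fell by 1.32 ± 0.12, and in the growth bHLH list, which was not past the test (adjusted p = 0.0684), BEE2 (0.70 ± 0.12) and HBI1 (0.57 ± 0.12) rose and BEE3 (-0.65 ± 0.13) fell. With the library score these 3 calls were lost, at log2 fold changes of 0.28, 0.46 and -0.19 (adjusted p 0.603, 0.345 and 0.8). The largest falls also held PUB25 (-2.30 ± 0.26), PUB26 (-2.62 ± 0.39), IDL3 (-2.74 ± 0.46), AT5G65300 (-2.49 ± 0.22) and AT3G50800 (-2.69 ± 0.17), the last with 69.3% of its 3′ end unique and an overlap with AT3G50790 on the same strand.

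Weaker list results at 30 min were jasmonate (median -0.23; adjusted p = 0.0462, adjusted p = 0.214 with an estimated correlation), ethylene (-0.59, with 2 higher and 3 lower; adjusted p = 0.0423, adjusted p = 0.267 with an estimated correlation; not independent evidence) and photosynthesis (0.09; adjusted p = 0.0217, adjusted p = 0.508 with an estimated correlation). The photosynthesis list pointed the other way with the library score as a covariate (adjusted p = 0.514), and jasmonate was not past the test with it (0.287). Jasmonate also lost the call with a replicate block (0.0567) and with size factors (0.0532), and ethylene with the block (0.0791). By fry photosynthesis had 0.195, and in 11 of 35 splits of these libraries, the real one included, its unadjusted p was as small. The score differed between BL and Mock by -1.8 (exact p = 0.0286, the smallest possible). Of 18177 genes tested 1659 were called, 628 higher and 1031 lower; rescaled by median-of-ratios size factors the division was 831 and 812, and with quantile normalization 771 and 786. With the score as a covariate 310 genes were called, 98 higher and 212 lower, 251 of them shared, and the counts without 1 library were 973 without BL 2 and 1102 without Mock 3. SAUR9 had an adjusted p of 0.0819 without BL 2, 0.0762 without BL 4 and 0.0513 without Mock 3, and IAA5 0.071 without BL 2 and 0.0537 without Mock 2. In a fit of all libraries together SAUR28 had 0.0924 and IAA5 0.0756. Of the 96 called values that the naming rule gives at 30 min, 62 lost the call with the score. In this text, besides the 3 named above, they were (log2 fold change and adjusted p with the score) DWF4 (-0.72, 0.0596), SAUR10 (1.51, 0.0613), SAUR28 (1.61, 0.0933), IAA5 (1.75, 0.169), WAG2 (1.23, 0.27), RBOHD (-1.02, 0.282), EPR1 (0.65, 0.284), PUB26 (-1.34, 0.438), CYP707A2 (1.13, 0.558), SAUR9 (1.17, 0.662) and AT4G17680 (0.84, 0.699).

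**Figure D1:**
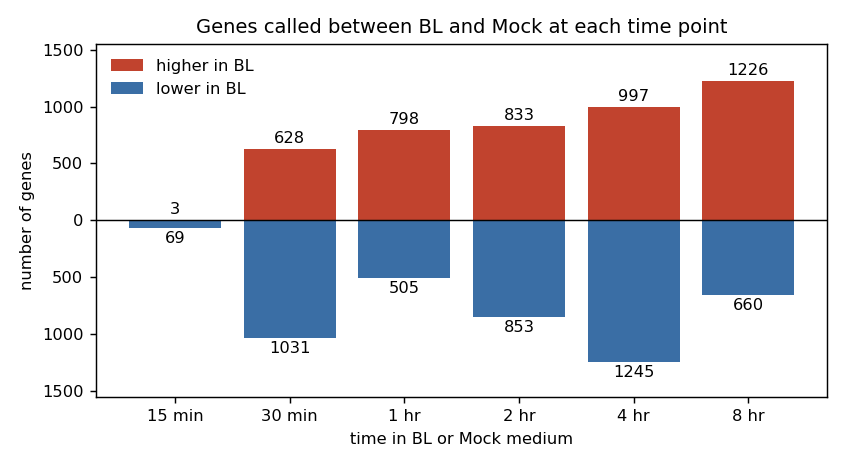
Number of genes called higher and lower in BL than in Mock at each time, with n = 3 or 4 libraries per group. The division between higher and lower at 30 min, 1 hr, 4 hr and 8 hr moved by more than 10 points under other scalings of the values.

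At 1 hr (n = 4 and 4) the measured SAUR genes rose as a group. Here and at the other times, genes low in Mock were measured only where BL lifted their mean to 5. That all measured members rose, and the p of the list, therefore follow in part from this minimum. All 18 measured SAUR genes rose, by a median of 1.95, for example SAUR9 (2.87 ± 0.47), SAUR62 (2.57 ± 0.34; 93.2% of its 3′ end unique), SAUR21 (2.47 ± 0.23) and SAUR15 (2.31 ± 0.25; adjusted p = 2.04e-25, adjusted p = 0.00721 with an estimated correlation). AT5G01740 fell by 3.41 ± 0.10, with levels of 104 ± 9.3 in BL and 1109 ± 72.9 in Mock (SD, n = 4 and 4). BR6OX2 fell by 3.14 ± 0.36, DWF4 fell by 2.14 ± 0.19 and CPD, a further oxidase of the pathway, fell by 0.75 ± 0.10. The BR inactivating enzyme gene BAS1 rose (2.02 ± 0.37).

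Of the BR biosynthesis genes 5 of the 9 measured fell at 1 hr (6 over the list alone; adjusted p = 1.37e-10, adjusted p = 0.012 with an estimated correlation). In BR signaling 5 of the 18 measured fell and 1 rose (6 and 2 over the list alone), the receptor gene BRI1 (-0.91 ± 0.12) and BEH2 (-1.41 ± 0.13) among the fallen. The list had adjusted p = 0.000106, and adjusted p = 0.174 with an estimated correlation. Cell wall loosening now had 9 of the 25 measured genes higher and 2 lower (13 and 2 over the list alone), with XTH22 at 1.52 ± 0.14 and XTH17 at 0.78 ± 0.16 (adjusted p = 0.000106, adjusted p = 0.153 with an estimated correlation). The growth bHLH list had 4 of the 7 measured genes higher (6 over the list alone), BEE1 (0.85 ± 0.14) and PRE1 (1.47 ± 0.40) among them. The list passed (adjusted p = 0.00117, adjusted p = 0.0646 with an estimated correlation). In the auxin list 5 of the 15 measured genes rose, IAA19 (1.35 ± 0.18) and IAA3 (0.91 ± 0.13) among them, and 2 fell, and the list was not past the test (adjusted p = 0.486). IAA3 overlaps AT1G04230 on the other strand, and none of its 3′ end is unique with both strands counted. The defense factors WRKY18 (1.03 ± 0.11) and WRKY70 (1.28 ± 0.19) were now higher, against 3 defense genes lower (adjusted p = 0.252). ACS11 fell by 3.33 ± 0.21, MYB55 fell by 3.33 ± 0.25 and the homeobox gene HAT1 fell by 2.15 ± 0.12. The ethylene list (median -0.31; adjusted p = 0.00198, adjusted p = 0.0646 with an estimated correlation) and the glutathione transferases (-0.19; adjusted p = 0.00113, adjusted p = 0.119 with an estimated correlation), neither of them independent evidence, also passed.

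Of 18326 genes tested at 1 hr 1303 were called, 798 higher and 505 lower, with 430 and 794 under median-of-ratios size factors and 484 and 647 under quantile normalization. The score differed by 0.92 (exact p = 0.2), and 1392 genes were called with it, 897 higher and 495 lower, 937 shared. Counts were 755 without BL 3, 751 without Mock 1, 858 without Mock 2 and 774 without Mock 4. PRE1 had an adjusted p of 0.0672, 0.0622 and 0.0612 without BL 2, 3 and 4, and 0.0517 and 0.0759 without Mock 1 and 2, and 0.0609 in a fit of all libraries together. Of the 90 called values that the naming rule gives at 1 hr, 11 lost the call with the score.

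At 2 hr (n = 4 and 4) several BR synthesis genes were far below Mock. BR6OX2 fell by 4.04 ± 0.25, with levels of 5.61 ± 2.45 in BL and 104 ± 14.6 in Mock (SD, n = 4 and 4). DWF4 fell by 3.19 ± 0.19, CYP90D1 fell by 3.07 ± 0.49, CPD fell by 2.37 ± 0.11 and ROT3 fell by 1.66 ± 0.27 (86.5% of its 3′ end unique with both strands counted). AT5G01740 fell by 4.29 ± 0.14, AT5G57785 fell by 3.35 ± 0.16 and MYB55 fell by 4.04 ± 0.43. SAUR15 (3.13 ± 0.38), SAUR21 (2.87 ± 0.46) and the kinase gene WAG1 (2.23 ± 0.38) rose.

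The SAUR list had 10 of the 11 measured genes higher at 2 hr (11 over the list alone; adjusted p = 2.27e-13, adjusted p = 0.00846 with an estimated correlation), and BR biosynthesis 5 of the 9 lower (5 over the list alone; adjusted p = 3.57e-10, adjusted p = 0.012 with an estimated correlation). In cell wall loosening 12 of the 25 measured rose (14 over the list alone), such as EXPA8 (1.74 ± 0.25), XTH19 (1.59 ± 0.19) and XTH17 (1.44 ± 0.19). XTH15, which overlaps AT4G14120 on the other strand and has none of its 3′ end unique with both strands counted, was 1 of 2 that fell (-2.08 ± 0.11; adjusted p = 3.08e-07, adjusted p = 0.0646 with an estimated correlation). BR signaling had 6 of the 18 measured genes lower and 1 higher (7 and 2 over the list alone), with BEH2 (-2.48 ± 0.14), BRL3 (-2.05 ± 0.37) and BRI1 (-1.20 ± 0.12) down and BES1 up (0.68 ± 0.09; 50.1% of its 3′ end unique with both strands counted; adjusted p = 0.000126, adjusted p = 0.0646 with an estimated correlation). Glucosinolate synthesis had 5 of the 14 measured genes lower (6 over the list alone), MYB51 among them (-1.65 ± 0.22; adjusted p = 5.28e-05, adjusted p = 0.165 with an estimated correlation). The glutathione transferases, not independent evidence, had 5 of the 8 measured genes lower (5 over the list alone), including GSTF2 (-0.96 ± 0.17), GSTF6 (-1.18 ± 0.19; 99.2% of its 3′ end unique) and GSTU4 (-1.33 ± 0.41). The list had adjusted p = 0.00213, and adjusted p = 0.174 with an estimated correlation. UGT73B4 fell by 3.21 ± 0.24, but none of its 3′ end is unique and it overlaps AT2G15480. BAS1 remained above Mock (1.48 ± 0.39), and ACS11 below it (-3.01 ± 0.34).

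Further lists past the test at 2 hr were growth bHLH (median 0.44; adjusted p = 0.00225, adjusted p = 0.0677 with an estimated correlation), ethylene (-0.69; adjusted p = 0.00207, adjusted p = 0.0646 with an estimated correlation; not independent evidence), defense (-0.28, with 1 higher and 2 lower; adjusted p = 0.0366, adjusted p = 0.556 with an estimated correlation), touch and cold (-0.45, with 1 higher and 4 lower; adjusted p = 0.0368, adjusted p = 0.332 with an estimated correlation) and heat shock (0.61; adjusted p = 0.0324, adjusted p = 0.36 with an estimated correlation), with HSP101 higher (0.82 ± 0.18; 89.6% of its 3′ end unique with both strands counted). By fry the adjusted p was 0.24 for defense, 0.0677 for touch and cold and 0.103 for heat shock. An unadjusted p as small came in 14 of 35 splits of these libraries for defense and 7 of 35 for heat shock, the real one included. The library score differed by 0.9 (exact p = 0.0571); with it, heat shock had an adjusted p of 0.336, and 1180 genes were called, 404 higher and 776 lower, 832 shared. Of 18147 genes tested 1686 were called, 833 higher and 853 lower. The call of GSTU4 was lost without any of BL 1, 2 and 3 and Mock 1, 2 and 3 (adjusted p 0.0559 to 0.151), that of BAS1 without BL 2 (0.0713), and with a robust fit those of GSTF2 (0.15) and GSTF6 (0.1). With the score 29 of the 108 called values that the naming rule gives at 2 hr were lost, HSP101 among them (0.69, adjusted p 0.103).

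At 4 hr (n = 4 and 4) several BR synthesis genes were again far below Mock. AT5G57785 fell by 4.61 ± 0.18. BR6OX2 fell by 3.98 ± 0.32, DWF4 fell by 3.77 ± 0.26, CPD fell by 2.69 ± 0.12 and ROT3 fell by 1.86 ± 0.25. AT5G01740 fell by 4.57 ± 0.20, while AT5G45670, a GDSL-like lipase gene (2.33 ± 0.11), AT4G09890 (2.33 ± 0.15), the root growth peptide gene RGF9 (2.25 ± 0.24) and the expansin gene EXPA8 (2.22 ± 0.26) rose. AT5G45670 had levels of 772 ± 65.2 in BL and 153 ± 14.9 in Mock (SD, n = 4 and 4). LOX2, an enzyme of jasmonate synthesis, fell by 2.03 ± 0.16.

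BR biosynthesis had 7 of the 9 measured genes lower at 4 hr, the same number over the list alone (adjusted p = 2.12e-09, adjusted p = 0.0127 with an estimated correlation). SAUR had 14 of the 17 measured genes higher (15 over the list alone), such as SAUR26 (3.22 ± 0.52; adjusted p = 2.5e-14, adjusted p = 0.0531 with an estimated correlation). The study had named SAUR26, like IAA3 and XTH33, from a network built in part on these libraries. SAUR26 had 64 reads in BL and 3 in Mock, a ratio of 19.2 with a counting interval of 6.29 to 95.6. The interval pools the reads of each group and leaves out the spread between libraries. Cell wall loosening had 9 of the 27 measured genes higher (11 over the list alone), XTH8 among them (1.12 ± 0.19). Lower were 2, XTH15 (-2.72 ± 0.16; none of its 3′ end unique with both strands counted) and XTH24 (-1.35 ± 0.10; adjusted p = 8.7e-05, adjusted p = 0.189 with an estimated correlation). Glucosinolate synthesis had 7 of the 14 measured genes lower (10 over the list alone), CYP79F1 (-1.9 ± 0.29), MAM1 (-1.18 ± 0.16) and CYP83A1 (-0.97 ± 0.17) among them (adjusted p = 1.57e-06, adjusted p = 0.0646 with an estimated correlation). The jasmonate list had 3 of the 14 measured genes lower, with LOX2 and JAZ3 (-1.20 ± 0.22; adjusted p = 0.0366, adjusted p = 0.165 with an estimated correlation). Abscisic acid and drought genes had 6 of the 19 measured lower and 1 higher (7 and 1 over the list alone), with COR15A at -1.48 ± 0.21 and RD29A at -0.85 ± 0.12 (adjusted p = 0.0366, adjusted p = 0.225 with an estimated correlation). The phosphatase gene HAI2 was not called (-0.75 ± 0.38). Light signaling had 3 of the 6 measured genes lower, GLK1 (-1.14 ± 0.17) and GATA2 (-0.98 ± 0.21) among them (adjusted p = 0.00168, adjusted p = 0.174 with an estimated correlation). The clock list had 4 of the 11 lower, with PRR5 (-0.75 ± 0.16) and LUX (-0.44 ± 0.11; 66.7% of its 3′ end unique with both strands counted; adjusted p = 0.0165, adjusted p = 0.325 with an estimated correlation). The glutathione transferases, not independent evidence, passed as well, with a median of -0.59, 1 higher and 3 lower. The list had adjusted p = 0.0242, adjusted p = 0.465 with an estimated correlation and 0.117 by fry. In 10 of 35 splits of these libraries, the real one included, its unadjusted p was as small.

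The cyclins and the regulators the study followed are not independent evidence, since they were taken up because the study discusses genes of both. Of the cyclins CYCP4;1 (1.74 ± 0.32) and CYCD3;1 (0.78 ± 0.21) rose at 4 hr, and CYCP3;1 fell by 2.48 ± 0.51; 28 were measured, with 2 lower (adjusted p = 0.954). CYCD3;1 overlaps AT4G34150 on the same strand, and without BL 1 its adjusted p was 0.0764. Of the 9 regulators 3 rose, VDOF2 among them (1.09 ± 0.22, list adjusted p = 0.0519). BRON was not called (-0.48 ± 0.17, adjusted p = 0.0578). Its adjusted p was 0.0456 without BL 2, 0.0291 without Mock 1, 0.0295 with array weights and 0.0223 with a replicate block. It was not called at the other times either, with 0.43 at 15 min, -0.1 at 30 min, 0.26 at 1 hr, -0.07 at 2 hr and -0.04 at 8 hr. The library score ended the calls of CYCP4;1 (log2 fold change 1.69, adjusted p 0.0691), CYCD3;1 (0.70, 0.296) and VDOF2 (0.68, 0.314).

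The library score differed by -1.74 between BL and Mock at 4 hr (exact p = 0.0571); with it as a covariate the adjusted p was 0.0899 for jasmonate and 0.0877 for abscisic acid and drought. Of 18242 genes tested 2242 were called, 997 higher and 1245 lower, with 1215 and 982 under median-of-ratios size factors and 1169 and 1037 under quantile normalization. With the score 530 genes were called, 272 higher and 258 lower, 447 shared, and counts were 1487 without BL 1 and 1426 without BL 4. The call of PRR5 was lost in a fit of all libraries together (0.154). Of the 115 called values that the naming rule gives at 4 hr, 55 lost the call with the score. In this text these were, besides the 3 just given, COR15A (-0.93, 0.1), JAZ3 (-1.05, 0.1), CYP83A1 (-0.67, 0.151), LUX (-0.32, 0.322), PRR5 (-0.35, 0.456) and GATA2 (-0.31, 0.643), again with log2 fold change and adjusted p.

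At 8 hr (n = 3 and 4) 18 of the 26 measured cell wall loosening genes rose and 3 fell (adjusted p = 3.03e-11, adjusted p = 0.0601 with an estimated correlation). XTH19 rose (2.61 ± 0.18), with levels of 176 ± 35.3 in BL and 27.6 ± 1.18 in Mock (SD, n = 3 and 4), as did XTH16 (2.42 ± 0.16), XTH4 (1.55 ± 0.12) and EXPA8 (1.86 ± 0.28). All 17 measured SAUR genes rose, by a median of 2.54, SAUR21 (3.31 ± 0.56) and SAUR24 (3.83 ± 0.65) among them. Again, genes low in Mock were measured only where BL lifted their mean to 5. SAUR24 had 42 reads in BL and 1 in Mock, a ratio of 65.9 with a counting interval of 11.2 to 2660, and 96.4% of its 3′ end is unique. This interval too leaves out the spread between libraries. BR6OX2 fell by 4.76 ± 0.28, DWF4 fell by 3.85 ± 0.19 and CPD fell by 2.94 ± 0.13. GASA1, of a family regulated by gibberellin, fell by 1.84 ± 0.10 and the tonoplast channel gene BETA-TIP fell by 2.42 ± 0.18 (23.9% of its 3′ end unique with both strands counted).

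Over the list alone 19 cell wall loosening genes rose at 8 hr and 4 fell, XTH15 among the fallen (-1.37 ± 0.15; none of its 3′ end unique with both strands counted). SAUR held with both correlations (adjusted p = 5.12e-15, adjusted p = 0.0173 with an estimated correlation), as did BR biosynthesis, with 5 of the 9 measured genes lower and 1 higher (adjusted p = 6.79e-10, adjusted p = 0.0173 with an estimated correlation). Cytokinin response had 3 of the 8 measured genes lower, the same number over the list alone, ARR6 (-1.09 ± 0.29) and ARR4 (-0.59 ± 0.12) among them (adjusted p = 0.00103, adjusted p = 0.165 with an estimated correlation). ARR6 overlaps AT5G62910 on the other strand, and none of its 3′ end is unique with both strands counted. Touch and cold genes had 2 of the 6 measured members higher at 8 hr, the calmodulin-like genes TCH2 (1.02 ± 0.11; 93.2% of its 3′ end unique with both strands counted) and TCH3 (0.93 ± 0.10; 97.4% of its 3′ end unique; adjusted p = 0.0212, adjusted p = 0.165 with an estimated correlation). The ethylene list, not independent evidence, had 2 lower and 1 higher, ACS6 (1.52 ± 0.37; adjusted p = 0.0157, adjusted p = 0.174 with an estimated correlation). The bHLH gene PRE6 (2.37 ± 0.21; list adjusted p = 0.0542), the arabinogalactan gene FLA9 (1.89 ± 0.11) and ESE3 (2.81 ± 0.43) rose. RD29A fell by 1.24 ± 0.17, in a list with 5 lower and 1 higher (adjusted p = 0.1). AT5G57785 (-4.22 ± 0.16) and AT5G01740 (-4.02 ± 0.16) stayed below Mock. Among the cyclins, not independent evidence, 2 rose, CYCP4;1 (1.72 ± 0.36) included, and 2 fell, CYCD3;3 by 0.96 ± 0.14 (adjusted p = 0.93). CYCD3;1 was not called (0.59 ± 0.23, adjusted p = 0.0985; 0.0435 without Mock 2).

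The library score differed by 1.66 at 8 hr (exact p = 0.0857), and with it as a covariate the adjusted p was 0.109 for cytokinin response and 0.117 for ethylene. Of 18410 genes tested 1886 were called, 1226 higher and 660 lower, with 984 and 893 under median-of-ratios size factors and 958 and 852 under quantile normalization. With the score 660 genes were called, 455 higher and 205 lower, 535 shared, and counts were 1005 without BL 1, 2904 without BL 2 and 966 without BL 3. ARR6 had an adjusted p of 0.153 without BL 1, 0.0579 without Mock 1 and 0.0523 without Mock 3, ACS6 0.0598 without BL 3, and BAS1, not called with all libraries (1.03 ± 0.41, adjusted p = 0.113), 0.0042 without BL 2 and 0.0321 with array weights. Of the 108 called values that the naming rule gives at 8 hr, 47 lost the call with the score, in this text ACS6 (1.67, 0.104), ARR4 (-0.41, 0.106), CYCP4;1 (1.28, 0.242) and ARR6 (-0.55, 0.558), with log2 fold change and adjusted p.

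**Figure D2:**
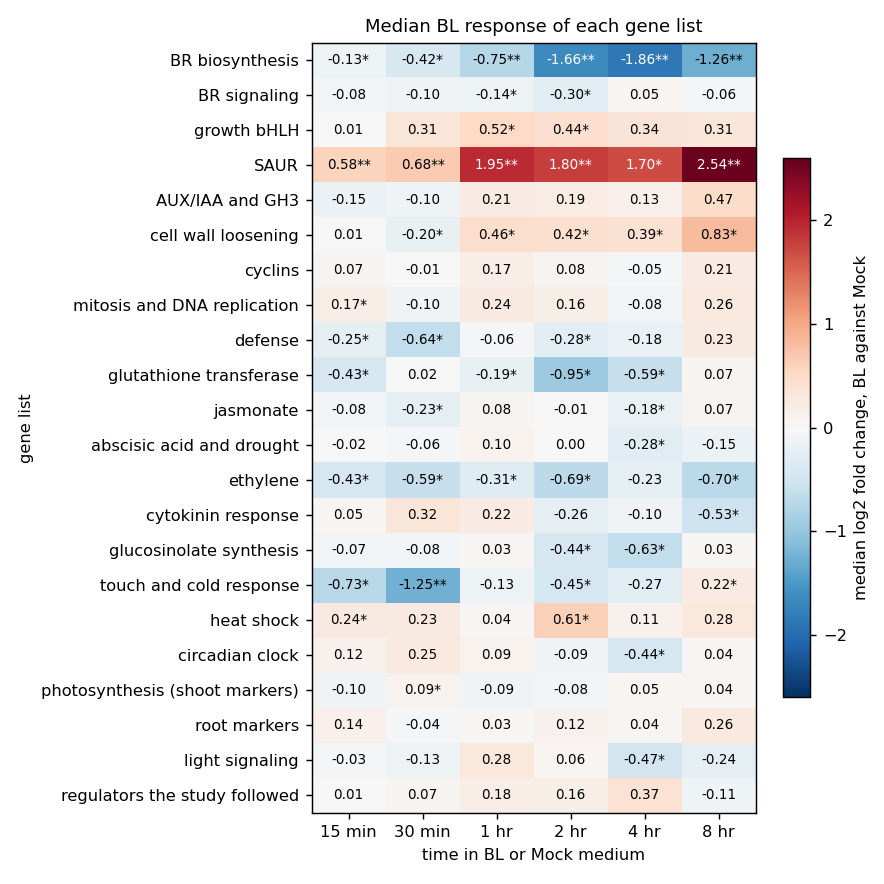
Median log2 fold change of BL over Mock of the measured genes of each list at each time, from 3 or 4 libraries per group. A star marks lists past the test with the preset correlation and a pair of stars those also past it with an estimated correlation. The median of photosynthesis at 30 min turned negative with the library score as a covariate.

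Root markers had 2 of 17 measured genes lower at 4 hr and medians from -0.04 to 0.26 over the times, with adjusted p from 0.425 to 0.978. Photosynthesis genes outside 30 min had adjusted p from 0.1 to 0.908, and mitosis and DNA replication genes outside 15 min from 0.0789 to 0.988. Gibberellin genes and BR inactivation genes were too few for a list test: GID1A had its largest value at 1 hr (0.49 ± 0.18, adjusted p = 0.0918), and SOB7 rose at 4 hr (0.82 ± 0.24).

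The size of the BL effect differed with time for 4983 of 18399 genes (27.1%; F test). CPD went from -0.13 ± 0.11 at 15 min to -2.94 ± 0.13 at 8 hr, DWF4 from -0.17 ± 0.13 to -3.85 ± 0.19, and FLA9 from -0.16 to 1.89. AT5G22580 went from -0.15 to -2.06, HOL1 from -0.07 to -1.09, and GASA1 from -0.11 to -1.84. XTH15 (none of its 3′ end unique with both strands counted) reached -2.72 ± 0.16 at 4 hr and was -1.37 ± 0.15 at 8 hr. From 1 time to the next the effect differed for 259 genes (15 to 30 min), 2132 (30 min to 1 hr), 101 (1 to 2 hr), 1926 (2 to 4 hr) and 2458 (4 to 8 hr). With the library score these were 29, 424, 334, 453 and 76, and the F test gave 2685.

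**Figure D3:**
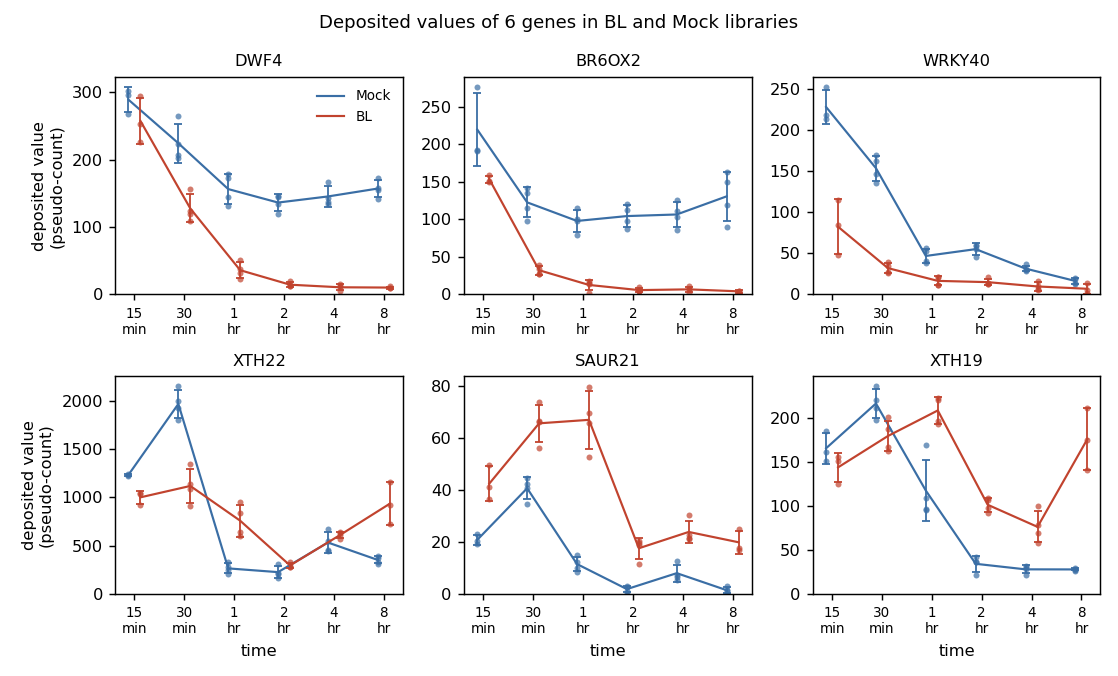
Deposited values of DWF4, BR6OX2, WRKY40, XTH22, SAUR21 and XTH19 in each library of BL and Mock, with means ± SD of 3 or 4 libraries. The authors scaled each time separately, so levels are comparable within a time.

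**Figure D4:**
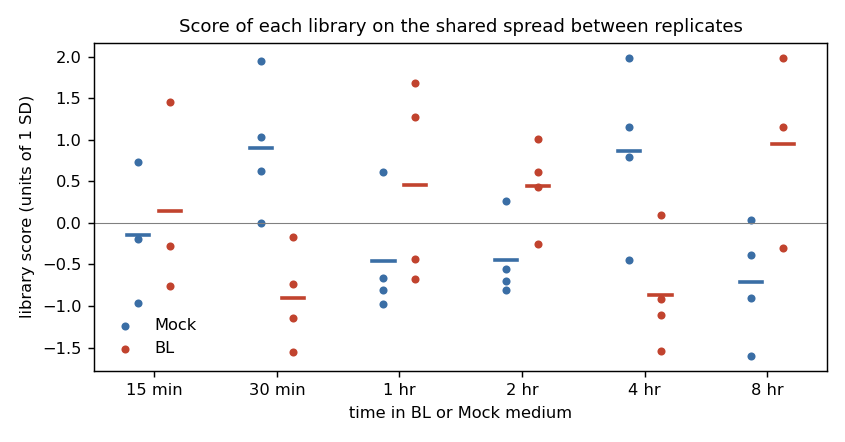
Score of each library on the spread shared by replicates, BL and Mock, at each time. The scores were taken from loadings fitted on the other 5 times.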

Values the study reported

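The study reported 208 transcripts changed by BL at 15 min, 17 of them up and 191 down. It described CYCD3;1 and CYCP4;1 as induced by BL at 4 and 8 h.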

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

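The tests of SAUR copies, of the score difference by permutation and of the 15 min genes against Mock 30 min were chosen after the results were seen, as were the library score and the thinning of reads. The third pattern below took the place of another that was not tested.

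The size of the BL effect differed between times for 4983 genes, and in 100 draws of other groupings the highest other count was 218, with 1 draw, the real one, as large. From each time to the next the counts were 259 (highest other 51), 2132 (662), 101 (579), 1926 (354) and 2458 (677). The draws as large were 1, 1, 2, 1 and 1 of 100, the real one included, each under the share of 0.05 set. Every other draw regrouped BL and Mock within times, which removes the BL effect as a whole. The draws therefore exclude a chance result only against no BL effect, and cannot decide whether the effect differs between times. The 579 genes in a draw for 1 to 2 hr are several times the real 101, and the cause was not tested. The 10 genes with the smallest p differed with time by F = 140.3 for CPD, 124.2 for AT5G57785, 78.63 for AT5G01740, 72 for AT5G22580, 71.23 for AT5G45670, 58.11 for FLA9, 56.04 for DWF4, 54.81 for XTH15, 51.65 for GASA1 and 51.37 for HOL1.

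In other splits of the libraries of a time, 72 genes at 15 min stood against a highest other of 0 by limma, in 10 splits, too few for a share under 0.05. At 30 min the 1659 genes stood against 0, at 1 hr 1303 against 6, at 2 hr 1686 against 0, at 4 hr 2242 against 160 and at 8 hr 1886 against 133. In each of these, 1 of 35 splits, the real one, gave as many, which excludes a chance split at a share of 0.05. Of the list tests 49 passed, against a median of 14 and a highest other of 31 in 100 draws, with 1 as large. The unadjusted p of SAUR at 8 hr was under 0.05 in 25 of 35 splits, the real split included. At 15 min that of touch and cold was in 8 of 10, and those of defense and of SAUR in 7 of 10 each. Taken 1 by 1, 28 of the 49 had their smallest p at the real split, and 8 of the 49 are at 15 min, with only 10 splits. For some lists past the test other splits often gave a p as small. The splits with one, the real one included, were 5 of 10 for glutathione transferases at 15 min and 10 of 35 at 4 hr. They were 14 of 35 for defense and 7 of 35 for heat shock at 2 hr, and 11 of 35 for photosynthesis at 30 min. Regrouping alone reproduces such results.

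Single libraries lay far from the other 3 of their group in 14 of the 258 groups tested; chance flags about 1 in 20 groups, or 12.9. The gap as a share of the range was 0.834 for GH3.5 in BL 30 min, 0.878 for BEH2 in BL 30 min, 0.857 for IAA5 in BL 30 min, 0.858 for AT5G01740 in BL 2 hr, 0.901 for BR6OX2 in BL 2 hr, 0.937 for MYB55 in Mock 2 hr, 0.886 for WAG1 in Mock 2 hr, 0.907 for GSTF2 in Mock 2 hr and 0.863 for UGT73B4 in BL 2 hr. It was 0.965 for XTH24 in BL 4 hr, 0.963 for ROT3 in BL 4 hr, 0.943 for HAI2 in Mock 4 hr, 0.877 for ESE3 in Mock 8 hr and 0.998 for SAUR24 in Mock 8 hr. Over all called genes that the naming rule gives, 54 of 926 groups had such a library, against 46.3 by chance.

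The first pattern is the fall of genes by 15 to 30 min, among them 3 of 8 touch and cold and 3 of 19 defense genes at 15 min and 5 of 7 and 11 of 20 at 30 min. Lower depth of the BL libraries is argued against, because after thinning to equal reads the median of the 69 fallen genes kept 96.3% of its value (-0.94 before and -0.9 after). Weaker handling of the BL seedlings at transfer cannot be told apart from a BL effect, since 68.2% of the genes transiently high in Mock were lower in BL at 30 min (763 of 1119), against 54.6% of other genes, which lies between the bounds set for the 2 answers. Such genes were higher in Mock 15 min than in Mock 8 hr, levels that the authors scaled separately by time. The thresholds were an adjusted p under 0.05 and a log2 fold change of at least 1. At 15 min 60 of the 69 fallen genes were such genes, beside 1119 of the 18230 tested. Mock 15 min is also the baseline of these falls, so the 60 is in part circular. With Mock 30 min in place of Mock 15 min it was 59. At 30 min 274 of the 1031 fallen genes were high in Mock 15 min in this way. A repression of the fallen genes by BL stays open as a biological explanation, untested because each treatment has 1 kind of transfer.

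The second pattern is the rise of SAUR genes. Reads shared between near-identical copies do not account for it as a whole: at 8 hr the 14 of 17 measured SAUR genes with only unique 3′ ends had a median of 2.57 and a range of 1.55 to 3.31. A BL response of the family is a hypothesis found and tested on the same data. The minimum mean also favours SAUR genes that are high in BL.

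The third pattern is that BL effects had opposite signs at different times, with a Spearman correlation over genes of -0.4 between 30 min and 8 hr. With the library score as a covariate it was 0.08, past the bound set for a spread shared by the groups, yet the score itself differs with treatment (permutation p = 0.00101 over all times), so spread and treatment cannot be told apart; that reading replaced a first one in favour of the spread after the value was seen. GC content and transcript length are argued against, with a largest correlation with the loadings of -0.14. Different shares of root and shoot cannot be told apart either: the median loadings of root and shoot markers lay 29.2 percentiles apart, at 50.2 and 21, between the bounds set. The spread took 21.5% of the variance within groups, against 7.6% for the next component.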

How the results depend on the processing

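Alternatives using voom, thinning and the library score were chosen after the results were seen; the others were planned. Of 91 planned values of counts, 83 lay within 1.5 times the reported ones. The 8 others were 208 at 15 min with a replicate block (62 shared; 2342, 1882, 1815, 2870 and 2268 at later times, 5091 for the F test and 51 lists), the Poisson score test, with 0, 297, 345, 2, 470 and 114 genes from 15 min to 8 hr, and list tests with an estimated correlation, where 10 of 49 held. Of the 49 list calls the block ended 2 and size factors 1, and 8 were not past fry. Fry tests for a net shift of a list in a common direction and not for a difference from other genes. A list whose members moved both ways can therefore fail it. At 15 min the Poisson score test had 1243 genes at an unadjusted p under 0.05, beside the 72 called by limma. The cause was not tested, although on simulated data this test recovered fewer genes changed 2-fold than limma did. With the library score the counts were 216, 310, 1392, 1180, 530 and 660, with 2685 for the F test, and the photosynthesis list at 30 min reversed (adjusted p = 0.514); the cause was not tested. Counts without 1 library ranged from 38 to 87 at 15 min, 973 to 2165 at 30 min, 751 to 1552 at 1 hr, 1280 to 2025 at 2 hr, 1426 to 2712 at 4 hr and 966 to 2904 at 8 hr. Voom gave 70 to 2329 and thinning 62 to 1960 genes. On simulated data, which lack the spread that replicates share, 27.7 to 41.8% of 1.5-fold changes were recovered.

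Single calls also depended on the processing. Of all 538 called values that the naming rule gives, 144 lost the call in at least 1 fit without 1 library, 204 with the library score, 42 in a fit of all libraries together, 23 with quantile normalization, 18 with size factors, 16 in a robust fit, 14 with array weights, 6 with the block, 4 with vooma weights and 2 with a pseudocount of 5. At 15 min 12 of 21 were lost under at least 1 setting chosen in advance. The 23 include LHCB1.1 at 30 min and 4 hr, the most abundant gene of each library then, for which quantile normalization leaves no difference by construction. With the score 7 values changed sign, IAA1, LHY, ARR9, ACO4 and TMK1 at 30 min and LHCB1.1 at 2 and 8 hr. The genes printed in the report are a favourable selection, made in part after these fits were seen: without 1 library 0 of the 38 added by then lost the call in limma, against 4 of 88 of those kept from the first choice, 12 of 24 of those dropped and put back, and 128 of 387 of those not printed.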

Other observations

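The comparisons of calls between times were chosen after the results were seen. Of 69 genes lower at 15 min, 64 were lower again at 30 min (4 by chance), in other libraries. Between 30 min and 4 hr 278 genes were higher at both times (34.9 by chance) and 300 lower at both (69.2 by chance). The library score differed between BL and Mock in the same direction at these times (by -1.8 and -1.74), and with it as a covariate the correlation of the effects over genes went from 0.54 to 0.19. Between 30 min and 8 hr 197 genes were lower first and higher later (67.7 by chance) and 114 higher first and lower later (23.2 by chance), and the correlation went from -0.4 to 0.08 with the score. At 1 and 2 hr 275 genes were higher at both and 268 lower at both, with 36.3 and 23.6 by chance, and the correlation went from 0.49 to 0.22 with the score.

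At 15 min 72 genes were called here, 3 higher and 69 lower, by another test, and 208 (35 and 173) with the replicate number as a block and 216 (39 and 177) with the library score. The Poisson score test gave 0 genes, a fit of all libraries together 48, and fits without 1 library 38 to 87. CYCP4;1 was called higher at 4 and 8 hr, and CYCD3;1 at 4 hr only.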
